A study of Mus musculus with 6 samples. Its data were reported in "Glycolysis inhibition induces anti-tumor central memory CD8+T cell differentiation upon combination with microwave ablation therapy" (2024).

How the data were processed

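RNA was sequenced from CD8+ T cells isolated from mouse spleens on day 35. The 6 samples formed 2 groups of 3, and the group of each came from its GEO labels. MWA+PBS mice received microwave ablation of the tumor and the PBS vehicle. MWA+2DG mice received the ablation and 2-deoxy-D-glucose, a glucose analogue that blocks glycolysis. The replicates were numbered 1 to 3 in MWA+PBS and 4 to 6 in MWA+2DG. Poly(A) RNA was made into strand-marked libraries whose adapters carried molecular identifiers. Whether the identifiers or the strand entered the quantification is not given in the sources used here.

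The authors checked reads with fastp, mapped them to the mouse genome with HISAT2, assembled transcripts with StringTie and computed FPKM (fragments scaled by transcript length and by mapped fragments) with StringTie and ballgown. Tool versions for these steps, the genome build and the annotation are not given in the sources used here, so no coordinates are printed. The deposited FPKM values carried at most 2 decimals. FPKM is relative to each library's total, so a transcript that takes a larger share lowers the others, and it holds no read counts. A scan for a common step in FPKM times transcript length gave a resonance between 0.0495 and 0.0591 per sample, against highest values of 0.0579 to 0.0697 in jittered data, and was above its jittered value, slightly, only in MWA+PBS replicate 3. It gave no step that would let whole reads be recovered, so the depth per sample is unknown and no counting interval is given. For the same reason, whether samples of a group differed by more than sampling noise could not be tested on counts.

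Each file listed the same 28773 gene IDs. Symbols were found for 28689 IDs in the GENCODE M21 gene table, and 84 IDs had none. In all 6 samples, 315 genes were listed at 0. The test used log2(FPKM + 1) for the 12444 genes with a mean FPKM over the 6 samples of at least 1. Fold changes are on that scale, which understates the change of low genes. The fit was made with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend), two-sided, MWA+2DG minus MWA+PBS, without covariates. Genes were counted at P under 0.05 with a log2 fold change beyond 0.25, as in the study's methods, and at a Benjamini-Hochberg adjusted p under 0.05.

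Gene lists were written by hand, since the lists the study used were not used here. Of the 20 lists, 9 covered the pathways and T cell states of the study, 2 covered proliferation and the immediate early and stress response, and 9 held markers of other cell types. Of 428 genes tested in any list, 7 were in more than 1: Alas2, Bst2, Eomes, Gzma, Itgax, Pgam1 and Pgam2. The 9 study lists were scored per sample by GSVA in gseapy 1.3.1, with a two-sided exact permutation test of the group means. With 3 samples against 3 this test cannot go below 0.1. All lists were tested with limma's camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the 11 study and state lists and separately over the 9 marker lists. Named genes were those fixed beforehand (12 metabolic genes that the study measured by qPCR, 4 memory and naive markers, 6 identity markers and Actb), with the 5 largest increases and 5 largest decreases among genes past both thresholds whose groups did not overlap. Further genes fixed beforehand are not reported here. These choices and the alternatives named next were made before the data were examined.

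They were a pseudocount of 0.1, no filter on low values, a mean FPKM of at least 5, quantile normalization, median ratio scaling, scaling without mitochondrial, immunoglobulin, haemoglobin and ribosomal protein genes, leaving out each sample, eBayes without a trend, arrayWeights, a log2 fold change beyond 1, ssGSEA, mean gene z-scores, an estimated correlation in camera, and fry. Scaling to T lineage genes, fry with that scaling, removal of trends on GC content and transcript length, and leaving out each gene of a set were added after the data were seen. Length and GC content came from the longest GENCODE M21 transcript and covered 99.9% of the tested genes. Copies of Gapdh were sought with BLAST 2.17.0 at an identity of at least 95%. A T lineage list and second lists of macrophage, mature neutrophil and heat shock genes were also written after the data were seen.

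The fit was tested on simulated data for this comparison with 12444 genes, 200 of them changed. It recovered 80.5% of the changed genes, 100% of these with the right sign, and called 0.107% of unchanged genes. A raised set was called, and 0 sets that shared no gene with it were. The 200 changed genes were drawn outside all lists, so those other sets held no change. The 0 therefore does not show how camera treats a list that holds some changed genes. In 100 simulations without any change, 3.95% of set tests had a p under 0.05. The simulated genes varied independently, which real genes do not, so that rate does not hold for the real lists. In simulated scores over 12444 genes the raised set differed by 1.11 and the largest other difference was 0.16.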

Results

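Bulk RNA-seq was performed on splenic CD8+ T cells to ask how 2DG given after microwave ablation changed their metabolic and memory programs. The 3 MWA+PBS samples and 3 MWA+2DG samples were all from day 35. Values are FPKM, given as mean ± SD (n = 3) for each group. Each sample had between 22414 and 23340 genes above 0 and between 12198 and 12515 genes with an FPKM of at least 1. FPKM totals were between 291803 and 313257. Mitochondrial genes held between 21.4% and 22.8% of the FPKM in MWA+PBS and between 19.4% and 20.7% in MWA+2DG, and mt-Co1 was the highest gene in each sample. Read depth is unknown. Across the tested genes, which are not independent replicates, Pearson's r of log2(FPKM + 1) was between 0.984 and 0.989 for samples of the same group and between 0.934 and 0.943 for samples of different groups. The labels gave no sequencing or isolation batch, so a batch that followed the groups cannot be told apart from the treatment.

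The identity markers were examined first. Cd8a (ENSMUSG00000053977) was 231.5 ± 6.96 FPKM in MWA+PBS and 366.4 ± 9.48 in MWA+2DG, a log2 fold change of 0.66 ± 0.05 (SE, limma adjusted p = 8.94e-05). Cd8b1 was also higher in MWA+2DG, with a log2 fold change of 0.55 (limma adjusted p = 0.000443), and so was Cd3e, with 0.38 (limma adjusted p = 0.0139), a call lost with GC and length trends removed (limma adjusted p = 0.0523). Cd4 was low in both groups, at 2.75 ± 0.16 FPKM and 1.66 ± 0.11 FPKM. The B cell gene Cd79a was 1.22 ± 0.261 FPKM in MWA+PBS and 12.5 ± 1.48 FPKM in MWA+2DG. The myeloid gene Lyz2 was 170.8 ± 12.1 FPKM and 227.2 ± 15.4 FPKM. Transcripts of other cell types were thus present in both groups. Actb did not differ, at 1107 ± 191.9 FPKM and 1223 ± 134.5 FPKM (limma adjusted p = 0.421). After scaling to T lineage genes, the log2 fold changes of Lyz2 and Actb changed sign, to -0.02 and -0.28. That scaling lowered the log2 fold change of every named gene by 0.434, the mean of the T lineage list. Values between 0 and 0.434 therefore had to change sign. Cd8a, Cd8b1 and Cd3e are themselves in the T lineage list, so their values after that scaling only give their place in it.

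Of the 12444 genes tested, 4752 passed P under 0.05 with a log2 fold change beyond 0.25. Of these, 2684 were higher and 2068 lower in MWA+2DG. At a Benjamini-Hochberg adjusted p under 0.05 in limma, 4907 genes differed, 2773 higher and 2134 lower. Raising the size threshold to a log2 fold change beyond 1 moved the first count most, to 627, of which only 147 were higher, so large changes were mostly decreases. The median log2 fold change over all tested genes was 0.05. Scaling to T lineage genes took that median to -0.39 and the higher share of the first count from 56.5% to 4.66%, so the balance of directions rests on the reference chosen.

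The 5 largest increases were S100a9, S100a8, Ngp, Ltf and Camp, which encode proteins of neutrophil granules or cytoplasm. S100a9 (ENSMUSG00000056071) rose from 23.2 ± 6.0 FPKM to 595.8 ± 46.8 FPKM, a log2 fold change of 4.65 ± 0.17 (SE, limma adjusted p = 1.79e-06). The log2 fold changes of the other 4 lay between 4.36 and 4.50. The 5 largest decreases were Hspa1b, Hspa1a, Jun, Fosb and Hmox1. Hspa1b (ENSMUSG00000090877) fell from 232.3 ± 12.1 FPKM to 3.68 ± 0.245 FPKM, a log2 fold change of -5.64 ± 0.06 (SE, limma adjusted p = 1.72e-08). Hspa1a is a near-identical copy of Hspa1b, and the authors' quantification could split reads between them, so their separate values are uncertain. Jun, Fosb and Hmox1 had log2 fold changes of -3.18, -3.06 and -2.99.

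Memory and naive markers were compared next. Ccr7 (ENSMUSG00000037944) was 87.0 ± 5.18 FPKM in MWA+PBS and 136.3 ± 4.14 FPKM in MWA+2DG, a log2 fold change of 0.64 ± 0.06 (SE, limma adjusted p = 0.000177). Its 3 values in MWA+2DG, 141.1, 133.6 and 134.2 FPKM, lay above those in MWA+PBS, 89.6, 81.0 and 90.3 FPKM. Cd44 was lower, with -0.39 (limma adjusted p = 0.00135). Il7r, at -0.02, and Tcf7, at 0.10, did not differ (limma adjusted p = 0.83 and 0.384). After scaling to T lineage genes, Ccr7 was 0.21, Cd44 -0.83, Il7r -0.45 and Tcf7 -0.33, each at a limma adjusted p under 0.05. The scaling lowers all genes alike, so the values of Il7r and Tcf7 below 0 reflect the reference chosen. Il7r was also called lower with GC and length trends removed, at -0.12 (limma adjusted p = 0.0339).

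**Figure D1:**
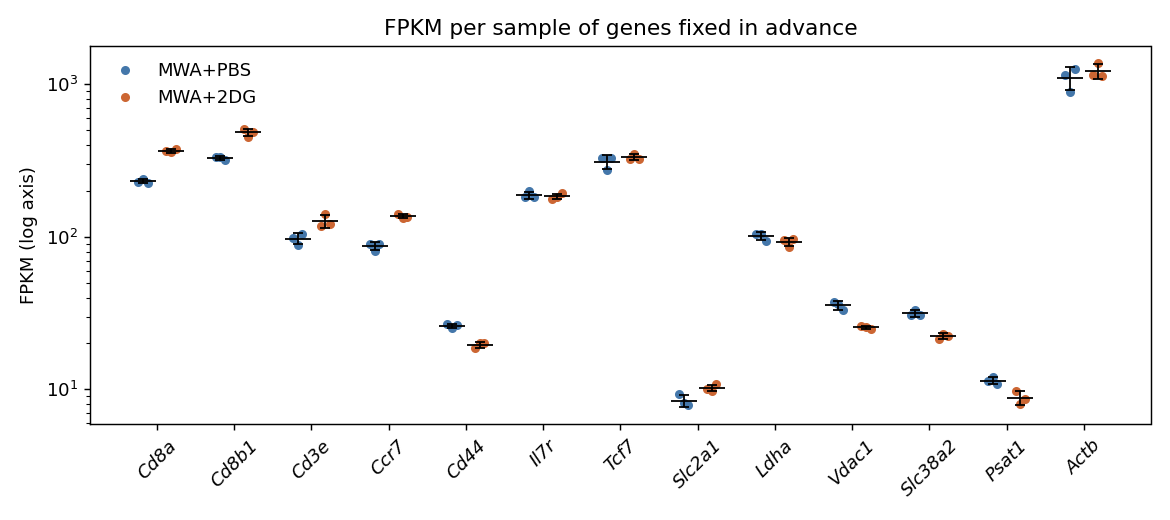
FPKM (log axis) of 13 genes fixed beforehand in each of the 6 samples. Points are samples, and the bar and whiskers are the group mean and SD; the Ccr7 values of MWA+2DG, between 133.6 and 141.1, lay above those of MWA+PBS, between 81.0 and 90.3.

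The metabolic genes that the study measured by qPCR were compared next. Of these 12 genes, 5 were lower and 1 higher in MWA+2DG at a limma adjusted p under 0.05 over all genes, and the same counts held adjusted over the list alone. The lower genes were Slc38a2, with a log2 fold change of -0.48, Vdac1, with -0.46, Psat1, with -0.34, Acadm, with -0.21, and Atp5a1, with -0.17. Slc2a1, which encodes a glucose transporter, was higher, with 0.25 (limma adjusted p = 0.0314), and fell to -0.18 after scaling to T lineage genes. The calls of Atp5a1, Acadm and Slc2a1 were lost under several alternatives, among them the one without a filter on low values. Ldha, Shmt1, Phgdh, Cox7c, Slc38a1 and Hadha did not pass, with log2 fold changes between -0.13 and 0.16. Ldha was called lower with quantile normalization (limma adjusted p = 0.0366) and Slc38a1 higher with GC and length trends removed (limma adjusted p = 0.0381). All 6 were called lower after scaling to T lineage genes, with log2 fold changes between -0.56 and -0.27. The scaling lowers all genes alike, so genes near 0 had to fall below it. These lower calls and the reversal of Slc2a1 thus reflect the reference chosen.

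GSVA scores were then compared. The interferon response score was -0.50 ± 0.03 in MWA+PBS and 0.49 ± 0.07 in MWA+2DG. The memory over naive score was -0.32 ± 0.13 and 0.35 ± 0.08. The score of glutamine family amino acid catabolism was 0.41 ± 0.12 and -0.48 ± 0.13, that of glycine, serine and threonine metabolism 0.30 ± 0.05 and -0.28 ± 0.34, and that of glycolysis 0.19 ± 0.25 and -0.22 ± 0.20. The groups did not overlap in these 5 scores, and each had an exact permutation p of 0.1, the smallest the design allows, so none of them could reach 0.05. Scores of oxidative phosphorylation, fatty acid oxidation, central memory and naive, and effector genes overlapped between groups, with exact permutation p of 0.7, 0.2, 0.3 and 0.4. GSVA differences kept their direction under every alternative run, but exact permutation p moved both ways. The p of glycolysis was 0.2 or 0.3 under several alternatives, and that of glycine, serine and threonine metabolism 0.5 after T lineage scaling. Those of fatty acid oxidation, central memory and naive, and effector genes reached 0.1 under some, ssGSEA among them. On the same scale, T lineage scaling moved the memory over naive difference most, from 0.67 to 1.18.

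**Figure D2:**
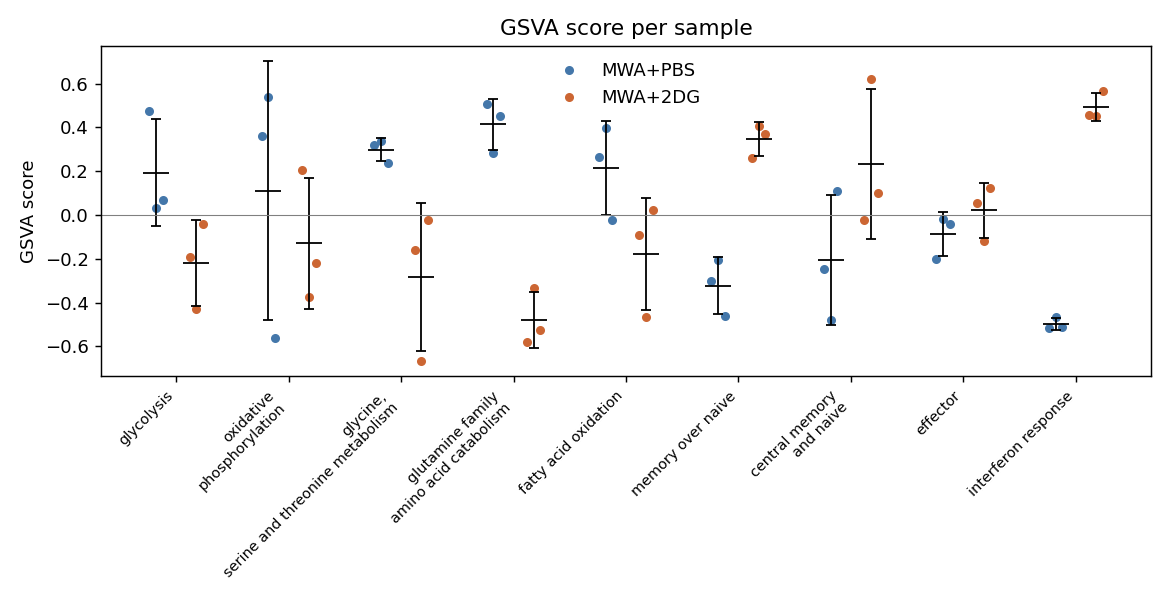
GSVA score (no unit) of 9 gene lists in each of the 6 samples. Points are samples, and the bar and whiskers are the group mean and SD; the groups are apart for the interferon response, at -0.50 and 0.49, and overlap for oxidative phosphorylation.

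In the camera tests, the interferon response list was higher in MWA+2DG, with a median log2 fold change of 0.45 over 46 genes (adjusted p = 5.22e-12). Of these genes 39 were higher and 0 lower at an adjusted p over all genes, and 41 and 1 adjusted over the list alone. The memory over naive list was higher, with a median of 0.57 over 26 genes (adjusted p = 3.56e-05), 19 higher and 4 lower, or 20 and 4 adjusted over the list alone; the lower genes were Anxa2, Lgals1, Cd44 and Il2rb, singled out after their values were seen. The central memory and naive list was higher, with a median of 0.26 over 15 genes (adjusted p = 0.00255). The proliferation list was lower, with a median of -0.69 over 34 genes (adjusted p = 1.19e-15). So was the immediate early and stress list, with -0.77 over 29 genes (adjusted p = 3.3e-12). Which cells the transcripts of these 2 lists came from was not tested, and markers of other cell types also differed between the groups. A lower proliferation list is therefore not shown to be a change of the T cells.

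The lists of glutamine family amino acid catabolism (median -0.24 over 10 genes, adjusted p = 0.0254) and of glycine, serine and threonine metabolism (median -0.12 over 18 genes, adjusted p = 0.0266) were lower. The second call was lost without MWA+2DG replicate 5, at an adjusted p of 0.0823. Glycolysis did not pass, with a median of -0.09 over 30 genes (adjusted p = 0.174). In that list 7 genes were lower and 7 higher at an adjusted p under 0.05, over all genes and adjusted over the list alone. Fatty acid oxidation (median -0.05, adjusted p = 0.148) and effector genes (median 0.19, adjusted p = 0.744) did not pass. Oxidative phosphorylation did not pass either (adjusted p = 0.428), and its median of 0.0013 and mean of 0.0033 were above 0 while the test pointed down; 4 of its genes were higher and 5 lower over all genes, and 0 adjusted over the list alone. With fry, all 7 calls held. With the correlation between genes estimated, the proliferation and the immediate early and stress calls held, both at an adjusted p of 0.0485, and the other 5 did not.

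Markers of other cell types moved in both directions. In MWA+2DG the median log2 fold change was 3.25 for the neutrophil list (camera adjusted p = 1.01e-07) and 1.45 for the B cell list (camera adjusted p = 2.42e-05). It was -2.55 for the monocyte and macrophage list (camera adjusted p = 2.01e-16), -1.45 for erythroid (camera adjusted p = 1e-09), -0.53 for plasma cell (camera adjusted p = 0.00282), -0.68 for dendritic cell (camera adjusted p = 0.0104) and -0.94 for platelet genes, of which 4 were tested (camera adjusted p = 0.0145). The natural killer cell list, at -0.25, and the CD4 T cell list, at 0.17, did not pass (camera adjusted p = 0.0722 and 0.453). With the correlation estimated, the neutrophil, B cell, macrophage and erythroid calls held at an adjusted p of 0.0426, and the plasma cell, dendritic cell and platelet calls did not. With fry all 9 lists passed, also natural killer cell (adjusted p = 0.0131) and CD4 T cell genes (adjusted p = 0.000557). Within the lists some genes went the other way: Mpo and Elane were lower, with log2 fold changes of -2.72 and -2.05, and Igkc and Ighm were lower, with -1.27 and -1.15.

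**Figure D3:**
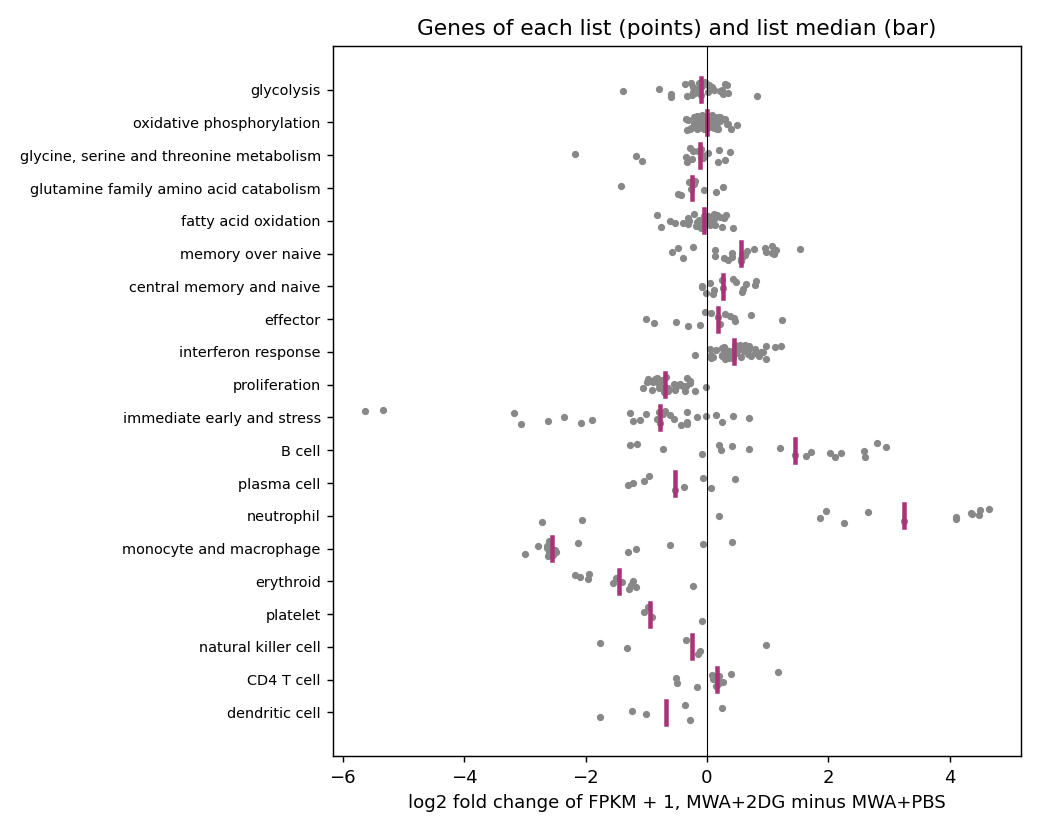
Log2 fold change of FPKM + 1, MWA+2DG minus MWA+PBS, of the tested genes of 20 lists. Points are genes and the bar is the list median; the medians lay between -2.55 for monocyte and macrophage genes and 3.25 for neutrophil genes.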

Values the study reported

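For differential expression in RNA-seq the study required an absolute log fold change above 0.25 together with P < 0.05. Its memory score of CD8+ T cells rested on a signature of 66 genes.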

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

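The T lineage scaling, fry with that scaling, the removal of GC and length trends and the leaving out of single genes were chosen after seeing the data. No paired analysis was possible because the sample numbers run from 1 to 3 in MWA+PBS and from 4 to 6 in MWA+2DG and are not shared.

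GSVA differences kept their direction in every comparison with an alternative. The exact permutation p of glycolysis rose from 0.1 to 0.2 with mean z-scores, without a filter, with a mean FPKM of at least 5 and with median ratio scaling, and to 0.3 with T lineage scaling; leaving out each sample gave 0.2 or 0.3. That of glycine, serine and threonine metabolism rose to 0.5 with T lineage scaling and to 0.2 without MWA+PBS replicate 1 or 2. That of central memory and naive fell to 0.1 with ssGSEA, mean z-scores, no filter and T lineage scaling, that of effector genes with ssGSEA and T lineage scaling, and that of fatty acid oxidation with ssGSEA and quantile normalization. The 2 gene counts stayed within 1.5 times the reported ones except in 3 settings. With a mean FPKM of at least 5, 2562 genes passed the first rule and 2951 the adjusted threshold, with 7313 genes tested. With a log2 fold change beyond 1, 627 passed. With T lineage scaling, 8550 and 9004 passed, of which 4.66% and 4.99% were higher. Leaving out each sample gave 4544 to 5069 genes by the first rule and 3706 to 5195 by the adjusted threshold. Of the 4907 genes, 4442 were shared without MWA+PBS replicate 2 and 3617 without MWA+PBS replicate 1.

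With the correlation estimated in camera, 5 set calls were lost, at adjusted p of 0.471 for glycine, serine and threonine metabolism, 0.136 for glutamine family amino acid catabolism, 0.161 for memory over naive, 0.136 for central memory and naive, and 0.11 for interferon response. Leaving out each gene in turn took the first of these lists to an adjusted p of up to 0.084 and the second to up to 0.0924, and changed no call of the other 9 lists. Leaving out each sample gave adjusted p of 0.0121 to 0.0823 for glycine, serine and threonine metabolism. For oxidative phosphorylation it gave 0.0258 to 0.955, past the threshold without MWA+PBS replicate 3 and pointing up without MWA+PBS replicate 2. No other set call changed when 1 sample was left out.

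With T lineage scaling camera also called oxidative phosphorylation (0.0361) and fatty acid oxidation (0.0285) lower and kept its other calls. Fry with that scaling called glycolysis (3.4e-05), oxidative phosphorylation (0.000842), fatty acid oxidation (2.97e-05) and effector genes (0.0002) lower. The scaling lowers all genes alike, and fry tests a list by itself. Lists with medians smaller than that shift had to fall below 0, so these lower calls of fry reflect the reference chosen. Fry with the scaling did not call memory over naive (0.315) or interferon response (0.264). Central memory and naive pointed down in fry (0.352), while camera still called it higher at a median of -0.17.

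Among the named genes, T lineage scaling reversed the log2 fold change of Cox7c (-0.27), Slc2a1 (-0.18), Slc38a1 (-0.35), Tcf7 (-0.33), Cd3e (-0.0558), Lyz2 (-0.0244) and Actb (-0.28), and the call of Cd8b1 was lost (0.12). The scaling lowered all of them by 0.434, so every value between 0 and 0.434 had to reverse. The reversals therefore say nothing about these genes singly. Cd3e and Cd8b1 are in the T lineage list, so that scaling does not test them. Il7r was 0.0114 with arrayWeights and Tcf7 -0.0151 with quantile normalization. Leaving out each sample gave -0.12 to 0.0418 for Shmt1, -0.20 to 0.0405 for Phgdh and -0.0497 to 0.0263 for Il7r, none of them called. The call of Atp5a1 was lost without MWA+PBS replicate 1 or any MWA+2DG replicate, that of Slc2a1 without any replicate but MWA+PBS 1, and that of Acadm without any but MWA+2DG 6. The cause of the changes other than those with T lineage scaling was not tested. Without read counts, the part of the spread that comes from depth is unknown.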

Other observations

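The tests of the opposite shifts of other cell types, of Hspa1a and Hspa1b, of heat shock handling, of the T cell share, of a shared pool and of the glycine, serine and threonine list were chosen after the result was seen.

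Among the 10 splits of the 6 samples into groups of 3, as many genes as in the real split were found in 1 split, the real split itself, by the first rule and by the adjusted threshold. The other 9 splits gave between 78 and 435 genes by the first rule and 0 by the adjusted limma p. A camera p as small as the real 1 was found in 1 of 10 splits for glutamine family amino acid catabolism, memory over naive, interferon response, proliferation, and immediate early and stress genes. It was found in 3 for central memory and naive, 5 for glycolysis, 5 for glycine, serine and threonine metabolism, 5 for fatty acid oxidation, 7 for effector and 9 for oxidative phosphorylation. With 10 splits the share cannot go below 0.1, so this count by itself cannot exclude chance for any of them. Camera p at the preset correlation were small in mixed splits too: that of oxidative phosphorylation was 1.31e-14 in the split that joined MWA+PBS replicates 1 and 2 with MWA+2DG replicate 4, against 0.389 in the real split. Those of interferon response and proliferation were at most 0.000302 and 0.000826 in all 9. Mixed splits are not balanced between the treatments, so the latter values may hold part of the group difference, but the first shows that variation between samples can give very small camera p.

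Transcripts of other cell types shifted in opposite directions. The median of the neutrophil list lay 5.80 above that of the macrophage list on the log2 scale, and the lower quartile of the first, 1.91, was above the upper quartile of the second, -1.50. That argues against a lower share of CD8 T cells as the only difference, which would raise all other types alike. A lower share of macrophages in MWA+2DG may contribute: of 14 tested genes in a second macrophage list, all 14 were lower at an adjusted p under 0.05. Their median was -1.70, against -2.55 in the first list. On the log2(FPKM + 1) scale Apoe and Mertk fell most in the second list. By the FPKM ratio of MWA+2DG over MWA+PBS, Gas6 (0.153) and Mertk (0.179) did. A higher share of neutrophils may also contribute, with less uniform values. Of 9 tested genes in a second list, written for mature neutrophils, 6 were higher and 1, Slpi, was lower. Hdc and Fpr1 did not pass, with log2 fold changes of 0.26 and 0.09. The median was 0.77 against 3.25 in the first list. These values do not settle whether the neutrophils were mature. S100a9 and Ngp were the most abundant neutrophil transcripts in MWA+2DG, at 595.8 and 613.9 FPKM. The marker lists name candidate sources only, and a change of expression within these cells, or an effect of 2DG on them, was not tested.

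The T lineage list of 20 genes was higher in MWA+2DG, with a median log2 fold change of 0.45 and a range of 0.05 to 0.69. A higher share of T cells in the isolated cells is therefore a candidate explanation for the higher interferon response and memory over naive lists. After scaling to the T lineage genes their medians were 0.02 and 0.13, and fry, which tests a list by itself, gave adjusted p of 0.264 and 0.315. Camera, which compares a list with all other genes, still called both, at smaller adjusted p than without the scaling (6.8e-16 and 7.71e-12). Genes went both ways after the scaling, 15 higher and 9 lower in the interferon response list and 9 higher and 6 lower in the memory over naive list at an adjusted p under 0.05, so a list near 0 decides little. A higher T cell share and a change of the T cells themselves both stay open.

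Hspa1a and Hspa1b fell to 0.0172 and 0.0158 of their MWA+PBS level. The lowest ratio among 27 macrophage genes with an FPKM of at least 5 in MWA+PBS was 0.122, for Hmox1, so fewer macrophages cannot be the whole cause. In a second list, all 10 tested heat shock genes were lower, with a median of -0.93. Handling of the cells that differed between the groups, such as time or temperature during isolation, could give this pattern together with the lower immediate early genes. The labels give no handling batch, so it cannot be told apart from an effect of 2DG.

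The calls of the 2 amino acid lists were lost when single genes were left out. The glycine, serine and threonine call was lost without Gatm, at an adjusted p of 0.084, and also without Alas2 or Chdh. Alas2 is also in the erythroid list, whose median was -1.45. The glutamine family call was lost without Glul, at an adjusted p of 0.0924, and held without each of the other genes. In that list 6 of 10 genes were lower at an adjusted p under 0.05, so Glul was not its only lower gene. Glul and Gatm fell by 1.42 and 2.17 on the log2 scale. Whether these transcripts came from T cells was not tested.

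Removing trends on GC content and transcript length left 4720 genes by the first rule, 4274 of them shared with the reported 4752, which argues against such a bias as the source of the large number. Samples of a group were close, with a median within-group SD of 0.10 on the log2 scale. A candidate explanation is that they were drawn from a common pool of cells, in which case the p-values would describe the libraries rather than mice. The 140 tested immunoglobulin V genes had a within-group SD 1.08 times that of genes of like expression and length, and deviated between groups by a median of 0.479 against 0.25 in those genes. A pool predicts a ratio near 1 and separate mice a higher one, so the ratio does not argue against a pool. The limits set for the test, a ratio of at most 1 and a deviation over 2 times that of the matched genes, were stricter than a pool requires and were not met. The matched genes would also vary between mice, and no other value decides it, so separate mice cannot be told apart from a common pool here.

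Gapdh, often among the highest genes, averaged 4.78 FPKM. The 41 listed copies with at least 95% identity to it summed to 568.3 FPKM, of which Gm13394 held 265. Reads shared with these copies may explain the low value, and the entry for Gapdh in the glycolysis list is uncertain for that reason.

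Kap, an androgen-regulated gene named for the kidney, was singled out after its values were seen. It was 31.6 and 67.7 FPKM in MWA+PBS replicates 1 and 2, and was listed at 0 in MWA+PBS replicate 3 and in the 3 MWA+2DG samples. No explanation was tested.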
